A study of Zymomonas mobilis with 9 samples. Its data were reported in "Multiple Small RNAs Interact to Co-regulate Ethanol Tolerance in Zymomonas mobilis" (2020).

How the data were processed

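The series measured RNA that came down with a tagged small RNA (sRNA) in Zymomonas mobilis 8b, an ethanol-producing bacterium. In this method, known as MAPS, the sRNA carries MS2 hairpins at its 5′ end, a fusion of MS2 coat protein and maltose binding protein holds the hairpins on an amylose resin, and the eluted RNA is sequenced. Strains expressed MS2-Zms4, MS2-Zms6 or the MS2 tag alone, with 3 biological replicates each per the series description. Groups and replicate numbers were taken from the sample titles.

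The authors trimmed the reads with cutadapt 1.3, aligned them with BWA 0.7.12-r1039 (the versions are those in the submitters' processing notes) to the genome of strain ZM4, kept alignments above a mapping quality minimum with SAMtools, and counted reads per feature with HTSeq in its intersection-nonempty mode. The deposited values are raw counts per feature, with no normalization by the authors. The strand setting of the counting and the version of the annotation are not given in the sources used here, so reads of overlapping or antisense features cannot be told apart, and near-identical genes, such as copies of a tRNA or rRNA gene, may share or lose reads through the mapping quality filter. A bait's count also holds reads of both its tagged plasmid copy and its chromosomal copy.

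Each file lists the same 1903 features: 1737 ZMO loci, 106 sRNA candidates (Zms4 and Zms6 among them), 51 tRNA genes and 9 rRNA genes. Library totals ran from 185362 to 543123 counts. These are far below the aligned reads per sample that the paper states, and the sources used here do not say whether the counts hold a part of the reads or that figure is for other libraries, so depth here means the depth of the deposited counts. The culture density on the labels also differs from that in the paper. With 3 libraries per group, no exact permutation test of a single value can give a two-sided p below 0.1. Shares of counts are given with 95% Clopper-Pearson intervals, which cover counting error only. Within groups, the log2 CPM (counts scaled by library size) of library pairs correlated at 0.78 to 0.925 over 1611 features, and the chi-square statistic per degree of freedom was at least 14.5, so no pair looked like a library deposited in duplicate.

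Each pair of groups was compared with edgeR 4.0.16 (R 4.3.3) by quasi-likelihood F-tests on the counts, with TMM scaling, the filterByExpr filter and no covariates. P-values were adjusted by the Benjamini-Hochberg method and 0.05 was the threshold. The standard error of a log2 fold change was taken as its size divided by the square root of F. CPM values are scaled by TMM factors over all 9 libraries and are given as mean ± SD (n = 3). Transcripts at least 1.5-fold higher were counted with no p-value, the threshold the study used. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, adjusted over 27 tests (9 lists in 3 comparisons); the estimated correlation and fry were alternatives. Fry tests whether a list's genes move on balance in a single direction. The lists were the sRNA candidates without the baits, tRNA genes, rRNA genes and the glucose to ethanol pathway. Further lists were the gel-shift targets of Zms4 and of Zms6 (RNAs that bound the sRNA in vitro in the study) and transcripts taken to gel shift. The last were genes responsive to ethanol in earlier work and to Zms4 or Zms6 in other libraries of the study. The list of transcripts taken to gel shift came from the study's oligonucleotides. It holds candidates of either sRNA and lacks ZMO1696, Zms6 and Zms16. The study drew its gel-shift candidates from transcripts enriched in these libraries. It also weighed its other transcriptome data, earlier work and whether a transcript was independently transcribed, and the targets are those that then bound in vitro. The gel-shift lists are therefore not independent evidence of direction here. A further 11 lists, defined by product names, and a list of untranslated regions were not analysed here. None of the feature identifiers matched the reference table (0 of 1903; it covers assembly GCF_000498655.1 of another strain), so no coordinates are given and the pathway members rest on known locus tags.

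The genes named were set by a rule: the baits, the gel-shift targets and hfq, the genes past the threshold, the genes of lowest p in each direction up to 10, the 3 sRNA candidates of lowest p and the 2 members of lowest p in each list; for MS2-Zms4 against MS2-Zms6, the baits and the 5 of lowest p in each direction. The tests, lists, this rule and the alternatives were fixed before the data were examined; the exclusion of both libraries numbered 2 together was added after seeing the data. The alternatives were DESeq2 1.42.0, its size factors in edgeR, library totals, baits left out of the scaling, tRNA and rRNA left out, no filter, a filter at a mean of 50 counts, all 9 libraries in a joint fit, a replicate block, limma-voom, DESeq2's shrunken folds and each library left out in turn.

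Whether replicate numbers pair the libraries was checked by correlating deviations from the group means. In MS2-Zms4 against MS2 the same-numbered pairs correlated at 0.25, 0.19 and 0.19, each above the limit of 0.1. The numbers may therefore pair these libraries, although no label names a shared day or batch. The main fits used no pairing, and the replicate block was an alternative. In MS2-Zms6 against MS2 the pairs numbered 1 and 2 fell below the limit (0.043 and -0.16). The same held in MS2-Zms4 against MS2-Zms6 (-0.18 and 0.053).

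The procedure was tested on simulated data. In 10 simulations per comparison with 200 changed genes each, 58.9% of 4-fold and 97.2% of 8-fold changes were recovered for MS2-Zms4 against MS2 (1518 genes), 91.1% of 4-fold changes for MS2-Zms6 against MS2 (1492 genes) and 56.9% of 4-fold changes for MS2-Zms4 against MS2-Zms6 (1526 genes). For 2-fold changes the shares were 11.0%, 26.5% and 7.02%. Unchanged genes made up 3.59%, 4.19% and 3.86% of the calls. These simulations draw genes independently, with the same dispersion in both groups and without numbered pairs or an outlying library. The shares may therefore differ for the real libraries.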

Results

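MAPS libraries were collected for MS2-Zms4, MS2-Zms6 and the MS2 tag alone, 3 each, from cultures that the labels place at an OD600 of 1.0 (the text of the study gives a lower density). The question was which transcripts come down with each sRNA above the level held by the tag. Totals were 543123, 516766 and 525232 counts for MS2-Zms4, 330954, 355823 and 425761 for MS2-Zms6, and 389905, 185362 and 448160 for MS2. The 10 largest features of each library held 30.2% to 45.4% of its counts. The rRNA feature ZMOr009 held 10.3% of counts on average, ZMO0740 held 6.50% and ZMO1608, the glycolytic enolase, held 1.78%. Single libraries stood apart. ZMO0740 took 17.8% of counts in MS2-Zms4 replicate 2 (95% interval 17.7 to 17.9) and at most 8.81% elsewhere. ZMOr009 took 0.268% in MS2 replicate 2 (0.245 to 0.292) and at least 7.28% elsewhere.

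Each bait was counted most in its own pull-down. All libraries are pull-downs and no input RNA is among them. The tagged RNAs were expressed from a plasmid, so a higher count, here and below, can reflect cellular abundance as well as capture. Zms4 was counted 124, 153 and 169 times in the MS2-Zms4 libraries, against 3, 3 and 2 with MS2 and 1, 5 and 4 with MS2-Zms6. It stood at 338 ± 140 CPM with MS2-Zms4 and 9.01 ± 5.94 CPM with MS2 (SD, n = 3). The pooled counts of 446 and 8 gave a ratio of 36.0 (95% counting interval 18.1 to 83.9), and the fitted log2 fold change was 5.38 ± 0.69 (SE, edgeR adjusted p = 5.86e-04). Zms6 was counted 1589, 1550 and 1196 times with MS2-Zms6, and 41, 59 and 49 times with MS2. It stood at 3818 ± 1239 CPM against 168 ± 119 CPM, a 23.6-fold difference (log2 4.56 ± 0.50, edgeR adjusted p = 1.90e-05), and without MS2 replicate 2 the log2 value was 5.26. Zms4 made up 0.0228% to 0.0322% of its own pull-down, and Zms6 0.281% to 0.480%.

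**Figure D1:**
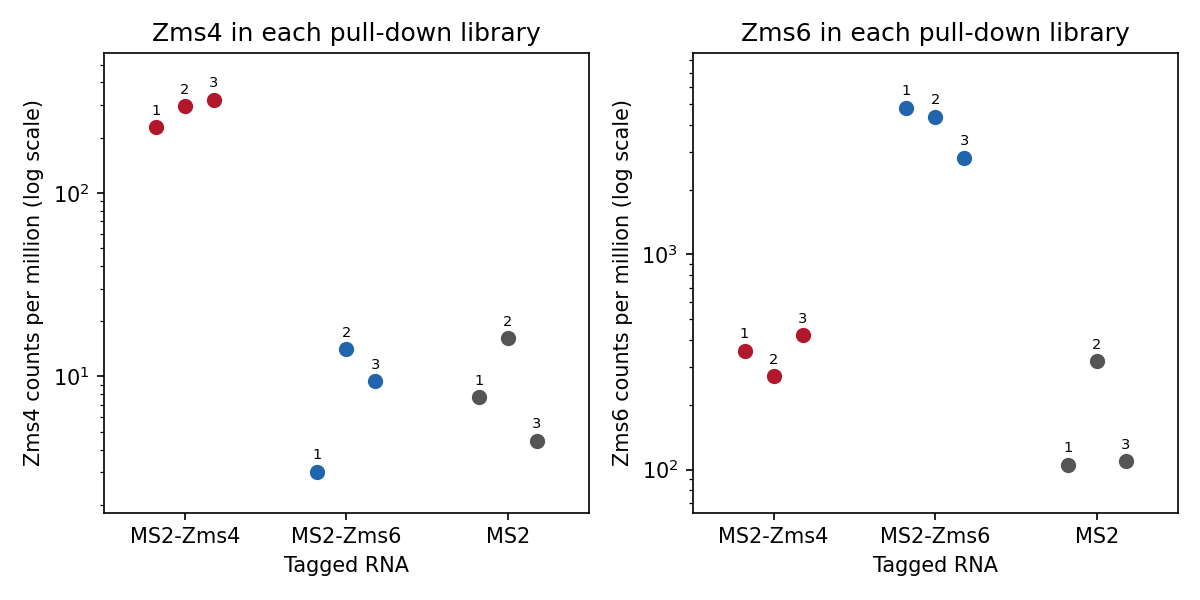
CPM of library total (log axes) for Zms4 (left) and Zms6 (right), with a point per library, numbered by replicate, and groups along the x axis. The MS2-Zms4 libraries lie apart for Zms4 (124 to 169 counts against 1 to 5 elsewhere) and the MS2-Zms6 libraries for Zms6.

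The sRNAs were also compared in each other's pull-down. Zms6 was 2.43-fold higher with MS2-Zms4 than with MS2 (log2 1.28 ± 0.54), with 194, 140 and 221 counts, or 400 ± 119 CPM (SD, n = 3). This did not pass the test (edgeR adjusted p = 0.921). MS2 replicate 2 overlapped the MS2-Zms4 libraries, with Zms6 at 0.0318% of its counts against 0.0105% and 0.0109% in the other MS2 libraries. The exact permutation p of the CPM values, which takes no account of replicate numbers, was 0.2 (two-sided, where the smallest possible is 0.1). Without MS2 replicate 2 the log2 fold change was 1.99, also short of the threshold. The pooled Zms6 counts of 555 with MS2-Zms4 and 149 with MS2 gave a ratio of 2.40 (95% counting interval 2.00 to 2.90). That interval leaves out the spread between libraries. Zms4 was too low for a test with MS2-Zms6: its pooled counts of 10 and 8 gave a ratio of 1.15 to MS2 (95% counting interval 0.409 to 3.35). Whether the directions of this exchange differ was not tested.

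In the MS2-Zms4 pull-down, Zms4 was the transcript that passed the threshold, and tRNA genes held most of the other lowest p-values on the higher side. Of 1581 features tested, 1 was higher and 0 were lower (edgeR adjusted p below 0.05). The unadjusted p was below 0.05 for 79, where chance gives 79.05. DESeq2 called 1 higher and 0 lower, with 86 at an unadjusted p below 0.05. The MS2-Zms4 and MS2 libraries did not overlap for 7.15% of features, where chance gives 10%. All 3 MS2-Zms4 libraries and all 3 MS2 libraries entered these counts.

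The tRNA genes were higher as a list. Of 30 tested, 28 had fold changes above 0, with a median log2 of 1.64 (camera adjusted p = 2.81e-15), but the adjusted p was 0.578 with an estimated correlation, which was 0.55 for this list. None passed over all genes (0 by edgeR or DESeq2; 17 at an unadjusted p below 0.05), and 14 passed when adjusted over the list alone. ZMOt040 had the lowest p of them (log2 2.59 ± 0.66, edgeR adjusted p = 0.552), with 103, 76 and 21 counts. ZMOt021 was 7.40-fold, ZMOt006 6.39-fold, ZMOt016 5.95-fold, ZMOt004 5.26-fold, ZMOt049 3.97-fold and ZMOt010 6.94-fold higher, each at the same adjusted p. The tRNA share of all counts was 0.691%, 0.887% and 0.162% in MS2-Zms4 replicates 1 to 3, against 0.250%, 0.303% and 0.167% with MS2, so replicate 3 was not above its control. Without MS2-Zms4 replicate 2 the median was 0.55 (camera adjusted p = 1.80e-05), and log2 fold changes were 0.55 for ZMOt010, 1.48 for ZMOt006, 1.33 for ZMOt049 and 1.92 for ZMOt016, so the folds above rest in part on that library. Without MS2 replicate 1 they were 3.21 for ZMOt040 and 3.55 for ZMOt006.

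The other sRNA candidates were also higher as a list, by less. Of 62 tested, 44 had fold changes above 0 (median log2 0.40, camera adjusted p = 0.0221, and adjusted p = 0.578 with an estimated correlation), and 0 passed singly (edgeR; 4 at an unadjusted p below 0.05; 0 by DESeq2) or when adjusted over the list alone. The lowest p-values belonged to sRNA54 (7.99-fold, log2 3.00 ± 0.90), sRNA47 (4.58-fold) and sRNA55 (4.52-fold), at edgeR adjusted p of 0.552, 0.822 and 0.898. These values rested on MS2-Zms4 replicate 2: sRNA54 was counted 25, 131 and 12 times in the replicates, and its log2 fold change without that library was 0.80. The list itself then had a camera adjusted p of 0.46, and it also ended without MS2 replicate 2 (0.0777) or 3 (0.388). The corresponding values were 0.79 for sRNA47 and 0.45 for sRNA55, which stood at 3.09 without MS2 replicate 1.

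**Figure D2:**
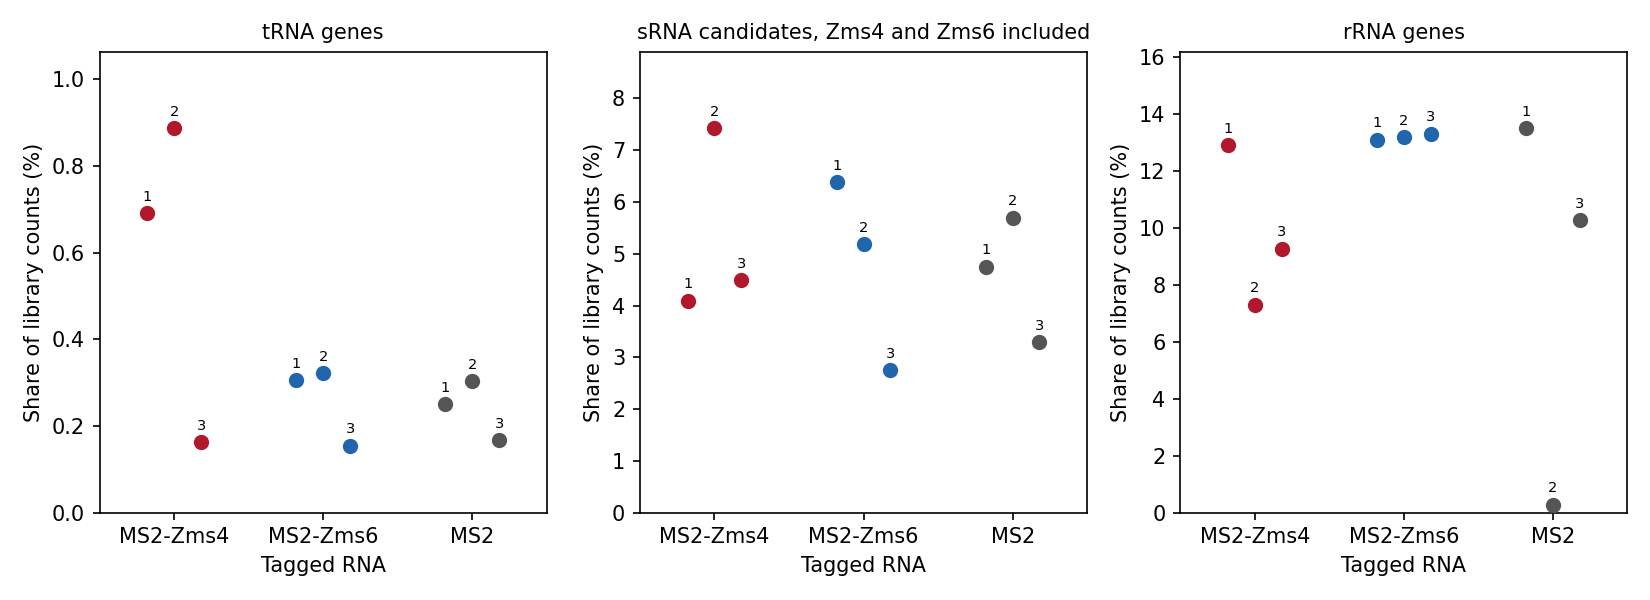
Share of library counts (%) on tRNA genes, sRNA candidates with Zms4 and Zms6 included, and rRNA genes, with a point per library numbered by replicate and groups along the x axis. The tRNA share reached 0.691% and 0.887% in MS2-Zms4 replicates 1 and 2 and was 0.162% in replicate 3, and rRNA was nearly missing from MS2 replicate 2 (0.268%).

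All 5 RNAs that bound Zms4 in gel shifts had fold changes above 0 in its pull-down, none past the threshold. The alcohol dehydrogenase family transcripts ZMO1696 and ZMO1993 were 2.46-fold and 2.13-fold higher (edgeR adjusted p = 0.974 and 0.999). The aldehyde dehydrogenase transcript ZMO1754 was 2.18-fold higher, with 482, 4288 and 4384 counts, and the peptidylprolyl isomerase transcript ZMO1312 was 1.78-fold higher, with 141, 959 and 222 counts. Without MS2-Zms4 replicate 2 the list had a camera adjusted p of 0.437 (0.175 without MS2-Zms4 replicate 3), and the log2 fold change of ZMO1312 was -0.90. Transcripts of hfq (ZMO0347), the RNA chaperone, were 1.95-fold higher (log2 0.96 ± 0.65, edgeR adjusted p = 0.999), and at -0.35 without that library. As a list the 5 gave a median of 1.12 (camera adjusted p = 0.0221, and adjusted p = 0.578 with an estimated correlation). Of edgeR tests adjusted over the list alone 0 passed, with 1 at an unadjusted p below 0.05 and 0 by DESeq2. The study drew the candidates for its gel shifts from transcripts enriched in the same libraries.

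Of the transcripts taken to gel shift for either sRNA, 29 of 30 tested had fold changes above 0, again not independent evidence. The list median was 0.94 (camera adjusted p = 1.46e-06, and adjusted p = 0.578 with an estimated correlation). ZMO0262 was 9.28-fold higher (log2 3.21 ± 0.97) and ZMO1857 was 5.33-fold higher (log2 2.42 ± 0.81), at edgeR adjusted p of 0.552 and 0.714. Without MS2-Zms4 replicate 2 they stood at 0.81 and 0.40, and the camera adjusted p of the list was 0.192, but it was 0.00149 (median 0.59) without both libraries numbered 2. The gel-shift targets of Zms6 had a median of 0.76 (3 of 4 above 0, camera adjusted p = 0.0257, and adjusted p = 0.578 with an estimated correlation), with ZMO1437 at 1.32 ± 0.69 and ZMO0170 at -0.05 ± 0.61. Zms16 stood at 0.98 ± 0.57 and ZMO1934 at 0.54 ± 0.61, and without MS2 replicate 1 ZMO0170 stood at 0.80. This list had an adjusted p of 0.101 or 0.0922 without MS2-Zms4 replicate 1 or 2, and 0.12 without MS2 replicate 2.

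Genes responsive to ethanol in earlier work and to Zms4 in other libraries of the study had a median of 0.52 (16 of 20 above 0, camera adjusted p = 0.0205, and adjusted p = 0.578 with an estimated correlation). Without MS2-Zms4 replicate 2 the adjusted p was 0.215, without MS2-Zms4 replicate 1 0.0548 and without MS2 replicate 3 0.0523. ZMO1851 was 2.98-fold higher and ZMO1961 2.34-fold higher (edgeR adjusted p = 0.898 and 0.964). Those responsive to ethanol and Zms6 had a median of 0.44 (12 of 15, camera adjusted p = 0.0935, or 0.0284 without MS2-Zms4 replicate 3), with ZMO1697 at 1.29 ± 0.61 and the aspartyl protease transcript ZMO0265 at 1.08 ± 0.53. Without MS2-Zms4 replicate 2 the log2 fold change was 0.23 for ZMO1697 and 0.66 for ZMO1851. The glucose to ethanol pathway had a median of -0.02 (6 of 14 above 0, camera adjusted p = 0.77), and was lower without MS2-Zms4 replicate 3 (-0.47, adjusted p = 0.0332). It turned in direction without MS2-Zms4 replicate 1 (0.35, adjusted p = 0.101) and without MS2 replicate 2 (0.15, adjusted p = 0.882). The pathway members of lowest p were ZMO0177, glyceraldehyde-3-phosphate dehydrogenase, at 0.67 ± 0.65 and ZMO1596, alcohol dehydrogenase II, at 0.52 ± 0.66. The 3 tested rRNA features had a median of 0.27 and a mean of -0.02 (camera adjusted p = 0.132). They passed with library totals (0.0479) and without MS2-Zms4 replicate 2 (0.0484), MS2 replicate 1 (3.84e-04) or MS2 replicate 3 (0.0478), and turned in direction without MS2 replicate 2, the library short of rRNA (median -0.15, adjusted p = 0.335). ZMOr002 stood at -0.85 ± 0.80 and ZMOr009 at 0.51 ± 1.02, or 0.62 and 1.22 without MS2 replicate 1.

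On the depleted side no transcript passed (0 by edgeR, 17 at an unadjusted p below 0.05, 0 by DESeq2). ZMO0140 was 4.94-fold lower (log2 -2.30 ± 0.63, edgeR adjusted p = 0.552), with 11, 4 and 6 counts against 28, 15 and 32 with MS2. ZMO1134 was 3.11-fold, ZMO1222 2.85-fold, ZMO0852 2.74-fold, ZMO1890 2.71-fold, ZMO1116 2.70-fold, ZMO1122 2.64-fold, ZMO0862 2.62-fold, ZMO1878 2.36-fold and ZMO0486 2.32-fold lower, with unadjusted p from 0.0093 (ZMO0862) to 0.029 (ZMO1222). ZMO1222 stood at log2 -2.54 without MS2-Zms4 replicate 3.

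In the MS2-Zms6 pull-down, Zms6 was again the transcript that passed, and 2 of its gel-shift targets, ZMO1437 and Zms16, were among those of lowest p in the rest. Of 1532 features tested, 1 was higher and 0 were lower (edgeR; 39 at an unadjusted p below 0.05, where chance gives 76.6). DESeq2 called 1 higher and 0 lower, with 37 at an unadjusted p below 0.05. The MS2-Zms6 and MS2 libraries did not overlap for 6.53% of features, where chance gives 10%. The lysine exporter transcript ZMO1437 was 3.50-fold higher (log2 1.81 ± 0.60) and the sRNA Zms16 was 3.12-fold higher (log2 1.64 ± 0.58), each at an edgeR adjusted p of 0.998. Zms16 was counted 105, 146 and 17 times in the replicates, and without MS2-Zms6 replicate 3 it passed (log2 2.14, edgeR adjusted p = 0.0194), for 2 calls in place of 1. The glycerophosphoryl diester phosphodiesterase transcript ZMO0170 was 2.17-fold higher (log2 1.12 ± 0.56, or 1.98 without MS2 replicate 1) and the N-6 DNA methylase transcript ZMO1934 1.95-fold higher (log2 0.96 ± 0.52).

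As a list, all 4 gel-shift targets of Zms6 had fold changes above 0 (median 1.38, camera adjusted p = 5.13e-05, and adjusted p = 0.279 with an estimated correlation). When adjusted over the list alone, 2 passed, which is not independent evidence because the study drew its gel-shift candidates from these libraries. The targets of Zms4 were not higher here: ZMO1696 stood at 0.20 ± 0.65, ZMO1993 at 0.07 ± 0.47, ZMO1312 at -0.42 ± 0.36 and ZMO1754 at -0.65 ± 0.39. Their list holds Zms6 itself, which sets its mean of 0.75 beside a median of 0.07 (camera adjusted p = 0.185). Hfq transcripts (ZMO0347) stood at -0.07 ± 0.34.

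**Figure D3:**
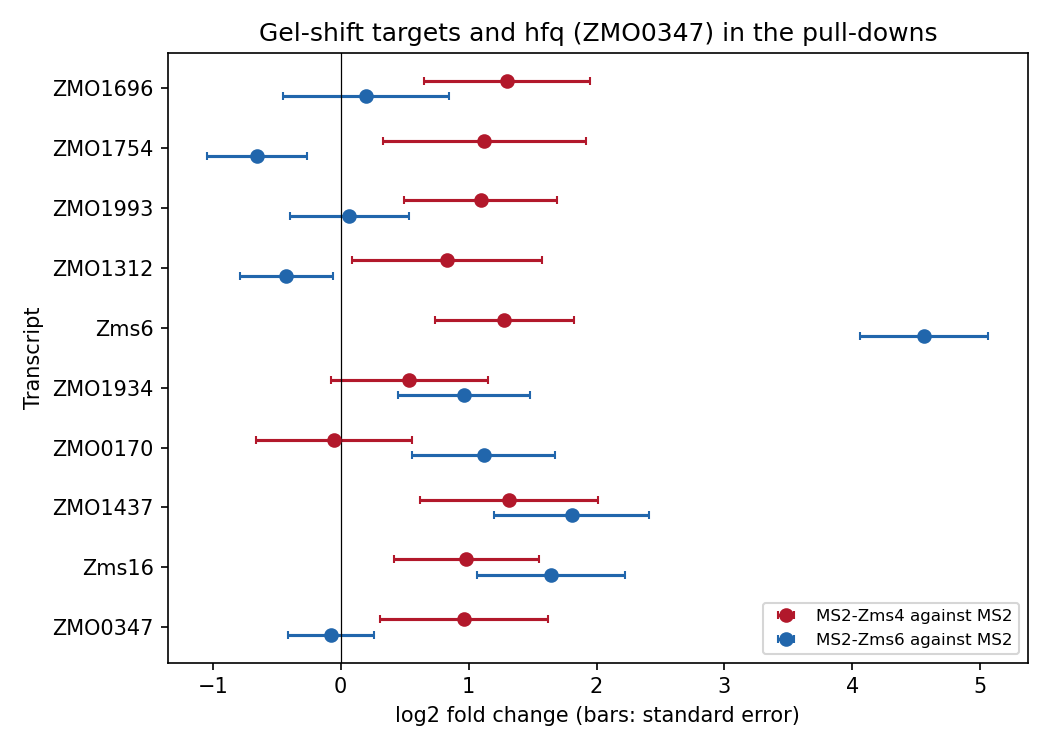
Log2 fold change against MS2 (x axis; bars are standard errors of the edgeR fit, 3 libraries per group) of the gel-shift targets of Zms4 (ZMO1696 to Zms6), those of Zms6 (ZMO1934 to Zms16) and hfq (ZMO0347) in the MS2-Zms4 (red) and MS2-Zms6 (blue) pull-downs. Apart from Zms6 in its own pull-down (4.56), none passed the threshold.

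Other transcripts of low p with MS2-Zms6 were ZMO0384 (3.91-fold), sRNA47 (3.67-fold), ZMO1452 (3.56-fold), ZMO1810 (2.94-fold), ZMO0634 (2.49-fold), ZMO1457 (2.14-fold) and ZMO1717 (1.79-fold), with unadjusted p from 0.00503 (ZMO0634) to 0.0219 (ZMO1810). On the lower side were ZMO0853 (2.87-fold), sRNA103 (2.51-fold), ZMO0748 (2.25-fold), ZMO0789 (2.22-fold), ZMO1984 (2.22-fold), ZMO0820 (2.20-fold), ZMO0475 (2.19-fold), ZMO1885 (2.04-fold), ZMO1211 (2.01-fold) and ZMO0234 (1.75-fold), with unadjusted p from 0.00619 (ZMO0475) to 0.04 (ZMO0234). None passed adjustment by edgeR, except ZMO1452 with a replicate block (log2 2.16, edgeR adjusted p = 0.019). Without MS2 replicate 1 the log2 fold change was 3.20 for ZMO1452 and 2.71 for ZMO0384. That of sRNA47 was 1.22 without MS2-Zms6 replicate 2, and that of ZMO1810 was 2.41 without MS2 replicate 2 and 0.93 without MS2 replicate 3.

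Of the lists, the sRNA candidates had a median of 0.03 with MS2-Zms6 (31 of 55 above 0, camera adjusted p = 0.697, or 5.91e-04 without MS2-Zms6 replicate 3 and 0.0425 without MS2 replicate 1) and the tRNA genes 0.19 (14 of 21, camera adjusted p = 0.185), with ZMOt009 at 1.36 ± 0.57 (0.74 without MS2-Zms6 replicate 2) and ZMOt040 at 1.29 ± 0.65 (1.91 without MS2 replicate 1). The tRNA list passed with no filter (0.00958), without MS2-Zms6 replicate 3 (1.02e-04) and without MS2 replicate 1 (0.0189), and turned in direction without MS2-Zms6 replicate 1 (0.667) or MS2 replicate 3 (median -0.05, adjusted p = 0.99). The sRNA candidates turned in direction without MS2-Zms6 replicate 1 (median -0.20, adjusted p = 0.0683) or 2 (0.923) and without MS2 replicate 3 (0.282), and with no filter (0.511). The 3 rRNA features had a median of 0.24 (camera adjusted p = 0.0349, and adjusted p = 0.578 with an estimated correlation), with ZMOr009 at 0.74 ± 0.81 and ZMOr003 at 0.24 ± 0.70. The adjusted p was 0.79, in the other direction, without MS2 replicate 2, the library short of rRNA, and 0.122, 0.0529 and 0.0584 without MS2-Zms6 replicates 1 to 3. Without MS2 replicate 1 ZMOr009 stood at 1.44 and ZMOr003 at 1.50, and without MS2-Zms6 replicate 1 ZMOr003 stood at -0.44. The transcripts taken to gel shift had a median of -0.07 and a mean of 0.19 (11 of 28 above 0, camera adjusted p = 0.165), with ZMO0756 at 1.46 ± 0.59. They passed without MS2 replicate 2 (median 0.35, adjusted p = 5.30e-05) and without MS2-Zms6 replicate 2 (0.0194). Medians were 0.20 for the ethanol and Zms4 responsive genes (14 of 18, camera adjusted p = 0.166, or 0.0474 without MS2-Zms6 replicate 3, and 0.934 in the other direction without MS2-Zms6 replicate 1), among them ZMO1285 at 0.54 ± 0.45 and the porin transcript ZMO1045 at 0.54 ± 0.46, and 0.00 for the ethanol and Zms6 responsive genes (8 of 15, camera adjusted p = 0.899, with the other direction without MS2-Zms6 replicate 3 or MS2 replicate 1 or 2), among them ZMO1697 at 0.90 ± 0.43 and ZMO1295 at -0.67 ± 0.44. The glucose to ethanol pathway had a median of -0.24 (4 of 14 above 0, camera adjusted p = 0.0763), with ZMO1236, alcohol dehydrogenase I, at -0.63 ± 0.39 and ZMO0997 at -0.53 ± 0.36. The pathway list passed without MS2-Zms6 replicate 3 (0.00769) and without MS2 replicate 1 (0.0147), and had a median of 0.00 without MS2-Zms6 replicate 2 (0.923).

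At the 1.5-fold threshold, without a p-value, 297 features were higher with MS2-Zms4 and 169 lower. The higher ones were 250 ZMO loci, 22 of the 30 tested tRNA genes, 23 other sRNA candidates, Zms4 and Zms6. With library totals in place of TMM scaling the split turned to 167 higher and 291 lower, with the median of all features moved from 0.06 to -0.14. With MS2-Zms6, 136 features were higher and 79 lower, the higher ones being 123 ZMO loci, 7 other sRNA candidates, 4 tRNA genes, 1 rRNA gene and Zms6. Unchanged groups were simulated by drawing all 9 libraries, the MS2 controls included, from the MS2 means, so the real MS2 libraries were not held fixed. They gave 216 higher on average for MS2-Zms4 (50 simulations, 193 to 248) and 215 for MS2-Zms6 (194 to 246). Fold changes of this size thus occurred in numbers without any effect. The 297 lay above the highest simulated count and the 136 below the lowest, but this does not set 297 apart from no change. The simulations draw both groups with the dispersions of the joint fit of all 9 libraries, while the biological coefficient of variation was 0.483 for MS2-Zms4 against MS2 and 0.343 for MS2-Zms6 against MS2. Of the 10 splits of the MS2-Zms4 and MS2 libraries, 9 gave at least the real 466 features 1.5-fold apart in either direction, the real split included. The simulations also leave out the pairing of MS2-Zms4 with MS2 libraries by number. A fit with that pairing as a block gave 225, for which no simulation was run.

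The 1.5-fold lists shared 51 features, out of 266 and 131 among the 1510 tested in both comparisons. Independent lists would share 23.1. Simulated unchanged groups against shared simulated MS2 libraries gave 88.8 (69 to 105), with longer lists for MS2-Zms6. The correlation of log2 fold changes across genes, which are not independent replicates, was 0.385 against a simulated 0.517, and the covariance was 0.101 against 0.161. The shared 51 and the correlation lay below the lowest simulated values (69 and 0.476). The simulations have the limits given above, and without MS2 replicate 1 the lists shared 111 features. Whether sharing goes beyond what common controls give therefore cannot be told.

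Set directly against each other, MS2-Zms4 and MS2-Zms6 differed by a bait. Zms4 was higher with MS2-Zms4 (log2 5.32 ± 0.67, edgeR adjusted p = 0.00102; pooled ratio 31.3, 95% counting interval 16.9 to 65.7). Zms6 was 9.41-fold lower with MS2-Zms4 (log2 -3.23 ± 0.60), just short of the threshold (edgeR adjusted p = 0.0507) and past it with DESeq2 (adjusted p = 1.26e-08). Of 1582 features, 1 was higher and 0 were lower by edgeR, with 54 at an unadjusted p below 0.05, where chance gives 79.1. DESeq2 called 1 higher and 1 lower, with 65 at an unadjusted p below 0.05. The libraries did not overlap for 6.26% of features, where chance gives 10%. Library totals in place of TMM also gave 1 higher and 1 lower.

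The tRNA genes were higher with MS2-Zms4 than with MS2-Zms6 as a list (28 of 31 above 0, median log2 1.19, camera adjusted p = 1.05e-08, and adjusted p = 0.578 with an estimated correlation). ZMOt032 was 10.6-fold, ZMOt010 7.85-fold and ZMOt006 5.68-fold higher, and sRNA54 9.70-fold, each at an edgeR adjusted p of 0.997. These values rest on MS2-Zms4 replicate 2, where ZMOt032 had 243 counts against 19 and 7 in the other replicates. Without it the list median was 0.55 (camera adjusted p = 0.0325), and log2 fold changes were -0.09 for ZMOt032, 0.72 for ZMOt010, 1.3 for ZMOt006 and 1.08 for sRNA54. ZMOt006 stood at 3.62 without MS2-Zms6 replicate 1. ZMO0140 was 3.99-fold, ZMO0958 3.43-fold, ZMO0388 3.18-fold and ZMO0346 2.36-fold lower, at the same adjusted p, with ZMO0958 at log2 -2.45 and ZMO0388 at -2.43 without MS2-Zms4 replicate 1. The transcripts taken to gel shift were higher as a list (23 of 31, median 0.78, camera adjusted p = 0.0257, and adjusted p = 0.578 with an estimated correlation), and at an adjusted p of 0.822 in the other direction without MS2-Zms4 replicate 2. It was 0.088 without MS2-Zms4 replicate 3 and 0.0542 without MS2-Zms6 replicate 2.

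The remaining lists did not pass in this contrast with all libraries and the chosen settings, but several lay close to the threshold and passed in other fits. The median was 0.20 for the sRNA candidates (camera adjusted p = 0.0523), 0.41 for the ethanol and Zms4 responsive genes (0.0523) and also 0.41 for the ethanol and Zms6 responsive genes (0.0523). It was 0.42 for the glucose to ethanol pathway (0.245) and -0.19 for the rRNA genes (0.185). The lists at 0.0523 each passed with tRNA and rRNA left out (0.0387). The sRNA candidates also passed with library totals (0.0434), no filter (0.00958) and without MS2-Zms4 replicate 1 (0.0413) or 3 (0.0469) or MS2-Zms6 replicate 1 (3.71e-04) or 2 (0.0227), and turned in direction without MS2-Zms6 replicate 3 (0.697). The ethanol and Zms4 genes also passed with library totals (0.0448) and without MS2-Zms4 replicate 3 (0.00345) or MS2-Zms6 replicate 1 (0.011) or 2 (0.0233), and the ethanol and Zms6 genes without MS2-Zms4 replicate 3 (0.0149) or MS2-Zms6 replicate 1 (0.0298). The pathway passed without MS2-Zms4 replicate 1 (0.00816) and turned in direction without MS2-Zms4 replicate 3 (0.271) or MS2-Zms6 replicate 2 (0.923).

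At the 1.5-fold threshold 295 features were higher and 153 lower, or 154 and 284 with library totals in place of TMM, which moved the median of all features from 0.05 to -0.15. The gel-shift targets of Zms4 had a median of 1.13 and those of Zms6 -0.57, with camera adjusted p of 0.886 and 0.123 (0.00721 without MS2-Zms6 replicate 3 for the latter). The Zms4 list holds Zms6, the other bait, at log2 -3.23, beside 4 members above 0 and a mean of 0.40, and turned in direction without MS2-Zms4 replicate 2 (0.212) or 3 (0.758) or MS2-Zms6 replicate 2 (0.923).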

Values the study reported

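The study collected the bound complexes at an OD600 of 0.6. The study reported 123 transcripts pulled down with Zms4 and 35 with Zms6, at an enrichment of at least 1.5-fold over the tag alone, with 26 enriched with both. It counted 16 sRNAs other than Zms6 that came down with Zms4, and 2 sRNAs, sRNA37 and Zms16, with Zms6. It also reported a significant enrichment of Zms6 with Zms4, a comparison that did not pass the threshold here. Of 23 Zms4 candidates and 11 Zms6 candidates taken to gel shifts, it gave dissociation values in pmol for Zms4 of 46.8 with ZMO1696, 42.8 with Zms6, 107.3 with ZMO1993, 117.9 with ZMO1754 and 600 with ZMO1312. For Zms6 these were 20.9 with ZMO1934, 27.7 with Zms16, 53.2 with ZMO0170 and 132 with ZMO1437.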

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

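The results below differed between the pull-downs when MS2-Zms4 was tested directly against MS2-Zms6. Among the tests here, those of the tRNA, rRNA and replicate 2 patterns and the splits by numbered pairs were chosen after the result was seen, except that of a few dominant genes and the 10 splits of the libraries for counts of genes. The log2 fold change of Zms4 was 5.32 (edgeR adjusted p = 0.00102), which is the bait. The median of the tRNA genes was 1.19 (camera adjusted p = 1.05e-08, and adjusted p = 0.578 with an estimated correlation), and 0.55 without MS2-Zms4 replicate 2. The median of the transcripts taken to gel shift was 0.78 (camera adjusted p = 0.0257, and adjusted p = 0.578 with an estimated correlation). Without MS2-Zms4 replicate 2 this list turned in direction (camera adjusted p = 0.822). Without MS2-Zms4 replicate 3 or MS2-Zms6 replicate 2 the camera adjusted p was 0.088 or 0.0542. The study drew these candidates from the same libraries.

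The tRNA genes were higher in MS2-Zms4 than in MS2 (median 1.64). The sRNA candidates rose less, with a median of 0.40 ± 0.17 (bootstrap SE over genes, which share the same libraries). Whether every class of small RNA was in excess stays open, since these candidates were also higher as a list (camera adjusted p = 0.0221). By share of counts the rise was not held by a single library. MS2-Zms4 replicates 1 and 2 stood at 0.691% and 0.887%, against at most 0.303% with MS2. How far replicate 2 sets the median cannot be told. Without MS2-Zms4 replicate 2 the median was 0.55 ± 0.31, on the 1.5-fold bound within 2 errors, a bound set after the value was seen. Binding to tagged Zms4 also stays open, since the tRNA share of MS2-Zms4 replicate 3 (0.162%) lay below every MS2 library while the other replicates lay above. Of the 10 splits of the 6 libraries, 1 gave a median as large (1.64, highest other 1.59), and 10 splits are too few for a share under 0.05; of the 4 that part all 3 numbered pairs, the highest other was 1.37.

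MS2 replicate 2 held few rRNA counts. Its low total does not account for this, because ZMOr009 took 0.268% of its counts against at least 7.28% elsewhere. Whether rRNA was removed more fully from that library stays open. ZMOr002, ZMOr003 and ZMOr008 together had 0 counts there, where the pooled shares of the other MS2 libraries give 56.2, but this restates the pattern and does not test its source. No biological explanation was tested, as the design gives none within a group.

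MS2-Zms4 replicate 2 correlated with the other 8 libraries at 0.816 on average, the lowest of the 9. A wrong label is argued against by its 153 Zms4 counts, where libraries of the other groups had at most 5. Whether a few dominant genes set it stays open: without its 10 largest features, which held 45.4% of its counts, the mean correlation was 0.80. That test could not have come out otherwise, since leaving out 10 features changed no library's mean by more than 0.016 and the bound, the lowest between replicates of the other groups (0.889), is far from it. The source of the difference stays open, and no biological explanation was tested.

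For the counts of genes past the threshold, 1 of 10 splits of the libraries gave as many in each of the 3 comparisons (1 gene, highest other 0). Features at least 1.5-fold apart in either direction numbered 466 for MS2-Zms4 against MS2, and 9 of 10 splits gave as many (highest other 686). They numbered 215 for MS2-Zms6 against MS2, and 8 of 10 splits gave as many (highest other 425). The 4 splits of MS2-Zms4 and MS2 that part all 3 numbered pairs gave 0 genes past the threshold and up to 546 features apart besides the real one, and the 6 others part 1 pair. Splits of 3 against 3 are too few for a share under 0.05.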

How the results depend on the processing

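In the comparisons with MS2 the baits kept their direction and their side of the threshold wherever they were tested. Without each library in turn, the log2 fold change was 4.93 to 5.84 for Zms4 and 4.25 to 5.26 for Zms6 in their own pull-downs, and 0.98 to 1.99 for Zms6 with MS2-Zms4, which passed nowhere. The filter at 50 counts removed Zms4 and Zms6 themselves from the comparisons with MS2, since their counts with MS2 (41, 59 and 49 for Zms6) averaged under it, and so gave 0 genes past the threshold in both (edgeR; 13 and 8 at an unadjusted p below 0.05). Leaving out single libraries gave 1 gene for MS2-Zms4 against MS2, 1 to 2 for MS2-Zms6 against MS2 and 1 for MS2-Zms4 against MS2-Zms6. Zms6, just short of the threshold there, passed it with the 50-count filter, which removed Zms4. The count was 2, Zms4 and Zms6, with DESeq2, library totals, tRNA and rRNA left out, no filter, all 9 libraries in a joint fit and limma-voom.

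With the replicate block, MS2-Zms6 against MS2 gave 2 genes, with ZMO1452 added (log2 2.16, edgeR adjusted p = 0.019). Same-numbered pairs of this comparison correlated at 0.043, -0.16 and 0.34 for replicates 1 to 3. Replicates 1 and 2 fell below the limit of 0.1, so the values give little ground for a block there and the added gene is only a hint. The block changed no call between MS2-Zms4 and MS2 (225 features at least 1.5-fold higher). With it the list median was 1.42 for the tRNA genes and 0.63 for the transcripts taken to gel shift. Without the block these were 1.64 and 0.94.

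At the 1.5-fold threshold, for MS2-Zms4 the 297 became 167 with library totals, 114 with the filter at 50 counts and 194 with DESeq2's shrunken folds (234 to 398 without single libraries). For MS2-Zms6 the 136 became 234 with DESeq2, 228 with no filter, 29 with the filter at 50 counts and 17 with shrunken folds (167 to 206 without single libraries). The shared 51 became 117 with DESeq2, 115 with no filter, 10 with the filter, 92 without both libraries numbered 2 (an alternative added after seeing the data) and 50 to 111 without single libraries, the highest without MS2 replicate 1.

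Every list call ended with an estimated correlation (adjusted p = 0.578, or 0.279 for the Zms6 targets with MS2-Zms6). With fry the adjusted p was 0.723 for the tRNA genes, Zms4 targets, transcripts taken to gel shift and ethanol and Zms4 responsive genes, 0.733 for the sRNA candidates and 0.668 for the Zms6 targets in MS2-Zms4 against MS2. It was 0.733 for rRNA and 0.423 for the Zms6 targets in MS2-Zms6 against MS2, and 0.723 for tRNA and 0.737 for transcripts taken to gel shift in MS2-Zms4 against MS2-Zms6. With no filter it was 0.053 for the sRNA candidates with MS2-Zms4 and 0.0726 for rRNA with MS2-Zms6. Without both libraries numbered 2 it was 0.646 for the sRNA candidates, 0.229 for the Zms4 targets, 0.227 for the Zms6 targets and 0.121 for the ethanol and Zms4 responsive genes, while the tRNA genes (median 0.80, 2.93e-07) and the transcripts taken to gel shift (median 0.59, 0.00149) passed, and the rRNA genes (0.834) and pathway (0.899) changed direction.

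Camera adjusted p without single libraries, in MS2-Zms4 against MS2, was 2.00e-23 to 1.80e-05 for tRNA, 4.22e-04 to 0.46 for the sRNA candidates, 1.08e-04 to 0.437 for the Zms4 targets, 0.00829 to 0.12 for the Zms6 targets, 7.20e-10 to 0.192 for transcripts taken to gel shift and 0.0014 to 0.215 for the ethanol and Zms4 responsive genes. All but the tRNA call ended without MS2-Zms4 replicate 2. In MS2-Zms6 against MS2 it was 4.22e-04 to 0.79 for rRNA and 4.14e-06 to 0.00565 for the Zms6 targets. In MS2-Zms4 against MS2-Zms6 it was 1.31e-19 to 0.0325 for tRNA and 4.17e-05 to 0.822 for transcripts taken to gel shift.

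Lists that did not pass changed direction in places. With no filter the sRNA candidates did so with MS2-Zms6 (0.511), and with fry the ethanol and Zms6 responsive genes with MS2-Zms6 (0.959) and the Zms4 targets between pull-downs (0.872). Without single libraries, adjusted p ran, with MS2-Zms4, from 3.84e-04 to 0.342 for rRNA and 0.0332 to 0.933 for the pathway. With MS2-Zms6 it ran from 5.91e-04 to 0.923 for the sRNA candidates, 1.02e-04 to 0.99 for tRNA, 0.0474 to 0.934 for the ethanol and Zms4 responsive genes and 0.442 to 0.9505 for the ethanol and Zms6 responsive genes. Between pull-downs it ran from 3.71e-04 to 0.697 for the sRNA candidates, 0.0668 to 0.967 for the Zms4 targets and 0.00816 to 0.923 for the pathway.

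Of 1336 values of named genes under the alternatives, 1308 kept direction and side, 19 changed sign and 9 newly passed. With MS2-Zms4, ZMO0170 was 0.14 with the block and 0.15 with limma-voom, and ZMOr002 0.21 with limma-voom. Without single libraries, log2 fold changes with MS2-Zms4 ran from -0.90 to 1.33 for ZMO1312, -0.36 to 0.80 for ZMO0170, -0.35 to 1.36 for ZMO0347, -1.39 to 0.62 for ZMOr002 and -0.0579 to 1.22 for ZMOr009. With MS2-Zms6 they ran from -0.33 to 0.54 for ZMO1696, -0.16 to 0.32 for ZMO1993, -0.26 to 0.0319 for ZMO0347 and -0.44 to 1.50 for ZMOr003, and between pull-downs from -0.0856 to 3.95 for ZMOt032. None of these passed. The cause of these moves was not tested, except that the filters test fewer or more features. Depth limits features of few counts, such as ZMO1696 and Zms4 outside its own pull-down.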

Other observations

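All tests in this part were chosen after the result was seen: the shares, the shared pattern of sRNA40 and ZMO0740 and the neighbouring loci had been noticed first.

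The tRNA share was lowest in replicate 3 of each group: 0.162% with MS2-Zms4, 0.155% with MS2-Zms6 and 0.167% with MS2. Its ratio of MS2-Zms4 to MS2 was 2.77 and 2.92 in replicates 1 and 2 and 0.968 in replicate 3, and the ratio of MS2-Zms6 to MS2 was 1.22, 1.06 and 0.926. A candidate explanation is that the libraries numbered 3 were handled together. Their deviations from the group means correlated at 0.19 to 0.35 in all 3 pairings. Those of replicates 1 and 2 ran from -0.18 to 0.25. Between MS2-Zms4 and MS2, replicate 3 (0.19) did not stand out from replicates 1 (0.25) and 2 (0.19). The contrast came from the pairings with MS2-Zms6. No label names a batch.

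The sRNA candidate sRNA40 followed ZMO0740 across libraries. Over the 9 libraries the log2 CPM values gave Pearson r = 0.983 (permutation p = 3e-05, adjusted 6e-05) and Spearman rho = 0.983 (permutation p = 9e-05, adjusted 9e-05), with 100000 resamples. The adjustment covers these 2 coefficients of the same pair. It does not cover the choice of this pair, which was noticed first. Without the libraries farthest from the median, MS2-Zms4 replicates 1 and 2, r was 0.96. Of 1610 features sRNA40 ranked 1 by its correlation with ZMO0740, and its counts were 0.193 to 0.308 of those of ZMO0740. The features may be counted from a shared or overlapping transcript, which the identifiers alone cannot settle.

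Transcripts at least 1.5-fold higher with MS2-Zms4 tended to lie side by side. Among 250 such ZMO loci, 49 pairs had consecutive locus numbers, where 10000 random draws from the 1484 tested loci gave 31.9 on average (95% range 23 to 42; permutation p = 0.0005, one-sided). Neighbours carried on shared transcripts could give this. The draws treat loci as independent, so they cannot tell capture from library noise that neighbours share. The loci come from a 1.5-fold list that was not set apart from no change above. The test was not run without MS2-Zms4 replicate 2, on the lower loci or with MS2-Zms6.

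At the 1.5-fold threshold, 297 features were higher with MS2-Zms4. That is higher than the value quoted from the study above. With MS2-Zms6 136 were higher. That too is above the value quoted from the study. The number shared was 51. That is above the value quoted from the study. Other sRNA candidates at this threshold numbered 23 with MS2-Zms4 and 7 with MS2-Zms6. Both are above the values quoted from the study. The counts here are of unshrunken edgeR folds after filtering, while the methods of the study name DESeq2. Simulated unchanged groups gave 216 and 215 higher features on average, so the larger counts are not evidence of more targets. The sets of features differ, since the files hold 0 features named as untranslated regions and the study's list of transcripts has at least one. The directions also depend on the setting. With a filter at a mean of 50 counts, 114 features were higher with MS2-Zms4, 29 with MS2-Zms6 and 10 with both. Those are below the values quoted. With DESeq2's shrunken folds the counts were 194 and 17. The latter is below the value quoted.

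The labels give an OD600 of 1.0. That is higher than the value quoted above.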
